# Changes in Macrophage Gene Expression Associated with *Leishmania* (*Viannia*) *braziliensis* Infection

**DOI:** 10.1371/journal.pone.0128934

**Published:** 2015-06-08

**Authors:** Clemencia Ovalle-Bracho, Carlos Franco-Muñoz, Diana Londoño-Barbosa, Daniel Restrepo-Montoya, Carlos Clavijo-Ramírez

## Abstract

Different Leishmania species cause distinct clinical manifestations of the infectious disease leishmaniasis. It is fundamentally important to understand the mechanisms governing the interaction between Leishmania and its host cell. Little is known about this interaction between *Leishmania* (*Viannia*) *braziliensis* and human macrophages. In this study, we aimed to identify differential gene expression between non-infected and *L*. (*V*) *braziliensis*-infected U937-derived macrophages. We deployed a whole human transcriptome microarray analysis using 72 hours post-infection samples and compared those samples with their non-infected counterparts. We found that 218 genes were differentially expressed between infected and non-infected macrophages. A total of 71.6% of these genes were down-regulated in the infected macrophages. Functional enrichment analyses identified the steroid and sterol/cholesterol biosynthetic processes between regulatory networks down-regulated in infected macrophages. RT-qPCR further confirmed this down-regulation in genes belonging to these pathways. These findings contrast with those from studies involving other *Leishmania* species at earlier infection stages, where gene up-regulation for this metabolic pathway has been reported. Sterol biosynthesis could be an important biological process associated with the expression profile of macrophages infected by *L*. (*V*.) *braziliensis*. Differential transcriptional results suggest a negative regulation of the genetic regulatory network involved in cholesterol biosynthesis.

## Introduction

American tegumentary leishmaniasis is a public health problem in Central and South America, affecting 18 countries with approximately 1.5 million new cases each year. Colombia, Brazil and Peru present 75% of the cases of cutaneous leishmaniasis in Latin America [1]. Species within the Viannia subgenus are prevalent in America and are linked to cutaneous and muco-cutaneous leishmaniasis, with *L*. *(V*.*) braziliensis* being the major etiological agent of the latter. The development of this group of diseases is multifactorial, is determined by the infecting species and the host immune system, and depends on the survival and replication of the parasite inside macrophages [2]. Parasite survival depends in part on the capacity of the parasite to counter the leishmanicidal mechanisms of the macrophage and to modulate the host immune response [3]. The parasite has developed different strategies to achieve replication, such as delaying phagosome maturation, inactivating acid hydrolases of the phagolysosome [4, 5], disrupting antigen presentation [6, 7], suppressing the Th1 cell response [8], and altering metabolic pathways in the macrophage [9].

Although many studies have examined macrophage gene expression and the factors that influence leishmaniasis pathogenesis, these studies vary according to the infecting species and the stage of infection. Peacock *et al*. compared the genomes of *L*. *(Leishmania) major*, *L*. *(L*.*) infantum* and *L*. *(V*.*) braziliensis*, revealing 200 differentially distributed genes among the three species. The majority of species-specific genes correspond to *L*. *(V*.*) braziliensis*. The genes differentially distributed between species encode proteins involved in parasite-host interactions and parasite survival in the macrophage [10]. These findings highlight the importance of studying the interaction between macrophages and each individual Leishmania species.

Many of the works examining the effect of Leishmania infection on macrophage gene expression have been conducted using species of the *Leishmania* subgenus [11–14], in contrast with the small number of studies conducted on species of the Viannia subgenus. No studies reporting the global gene expression of macrophages challenged with *L*. *(V*.*) braziliensis* were found. Meanwhile, most studies that have described the gene expression profile of macrophages have been performed during the initial stages of infection, between 0 and 24 hours [12, 13, 15–20]. Few works exist on more advanced stages of infection [8, 11].

The expression profiles of macrophages challenged with different Leishmania species mostly exhibit generalized down-regulation [14, 21]. However, gene expression was up-regulated in macrophages infected with *L*. *(V*.*) panamensis* for 24 hours [22]. In contrast, macrophages infected with *L*. *(L*.*) chagasi* for 24 hours did not show differences between genes with positive regulation and genes with negative regulation [16].

This finding indicates that there are differences in the expression profiles of macrophages depending on both the infecting species and the stage at which the parasite-host interaction is studied, therefore, it could be incorrect to extrapolate the results from studies performed with other species. The objective of this work was to determine the global gene expression profile of macrophages derived from the U937 cell line associated with *L*. *(V*.*) braziliensis* infection and to identify, based on functional enrichment analysis, the biological processes linked to the genes differentially expressed between non-infected macrophages and those infected for 72 hours. Two hundred and eighteen differentially expressed genes were identified in the study, out of which 71.6% exhibited down-regulation. Functional enrichment analyses revealed that sterol biosynthesis, including that of cholesterol, is the most relevant process linked to the expression profile of infected macrophages.

## Methods

### Macrophage differentiation and *in vitro* infection

The U937 cell line *(American Type Culture Collection*—CRL-1593.2, United States) was cultured at an initial concentration of 1X10^5^ cells/mL in a final volume of 5 mL of RPMI-1640 medium (Sigma-Aldrich R410, United States, MO) supplemented with 10% fetal bovine serum (FBS). Cells were incubated at 37°C and 5% CO_2_.

The reference strain of *L*. *(V*.*) braziliensis* (MHOM/BR/00/M2903, Centre National De Reference Des Leishmania, France, Montpellier) was cultured at an initial concentration of 1X10^6^ parasites/mL for six days in Schneider medium (Sigma-Aldrich S9895, United States, MO) supplemented with 10% FBS at 26°C, until the stationary phase was achieved.

The differentiation of 6.75X10^6^ U937 cells into macrophages was induced by treating with 100 ng/mL *phorbol-12-myristate-13 acetate* (PMA) for 120 hours at 37°C and 5% CO_2_ on a glass substrate [23]. The macrophages were infected with *L*. *(V*.*) braziliensis* promastigotes opsonized with inactivated AB^+^ human serum. A ratio of 15 parasites per macrophage was used. Infected macrophages were incubated for two hours at 34°C and then washed three times with PBS (pH 7.4) to remove non-bound parasites. Finally, 10% FBS-supplemented RPMI medium was added, and the samples were incubated at 34°C and 5% CO_2_ for 72 hours. Infection was assessed microscopically by determining the percentage of macrophages that were infected. RNA extraction was performed on experimental units where infection was above 60% [21].

### RNA extraction, cDNA preparation, and microarray hybridization

Two experimental groups were considered for the assay: macrophages infected with *L*. *(V*.*) braziliensis* and non-infected control macrophages. Both groups were processed in the same way, except that RPMI was added to control macrophages instead of parasites. Every infection or control experiment was performed in triplicate.

Total RNA was extracted 72 hours after infection, a stage in which amastigotes were replicating (S1 Fig and S1 Table). Infected and non-infected macrophages were washed three times with sterile PBS (pH 7.4) and treated with 500 μL of *TRIzol Reagent* (Invitrogen 15596–018, United States, CA) following manufacturer protocols. An equivalent volume of 70% ethanol was added to the aqueous phase. This solution was transferred to an *RNeasy Mini Kit* spin column (QIAGEN 74104, Netherlands) to perform RNA purification and precipitation according to the manufacturer’s protocols. RNA quality and quantity were determined using a NanoDrop *2000* spectrophotometer (Thermo Fisher Scientific Inc, United States, MA). The integrity of extracted RNA was evaluated using an *Agilent 2100 Bioanalyzer* system with an *RNA 6000 Nano LabChip* kit (Agilent Technologies Ltd, United States, CA). All extracts had a 260/280 ratio above 1.9 and an RNA integrity number (RIN) greater than 7.8. The extracts were kept at -70°C until they were used.

cDNA preparation and hybridization were performed by ALMAC Diagnostics (Great Britain, Durham) Ribosomal RNA was reduced with a *RiboMinus Human Transcriptome Isolation Kit* (Life Technologies K155001, United States, CA). Single-strand cDNA was synthesized using a *NuGEN Ovation* RNA amplification system (NuGEN Technologies Inc. 3100–12, United States). cDNA was fragmented and labeled with biotin using a *Gene Chip WT Terminal Labeling Kit* (Affymetrix Inc. 900670, United States, CA). Each labeled fragment was hybridized on the *Affymetrix* GeneChip Human Exon 1.0 ST Array (Affymetrix Inc. 900649, United States, CA) for 16 hours at 45°C. Finally, the hybridized arrays were washed, stained and scanned using the *GeneChip Fluidics Station 450* and the *GeneChip Scanner 3000 (Affymetrix Inc*, United States, CA) to obtain raw data of the expression levels.

### Microarray data analysis

The raw data generated by the *Affymetrix Expression Console* (EC) software version 1.1 were pre-processed using the *Robust Multichip Average* (RMA) algorithm based on the standard RMA background correction, quantile normalization, and median polish summarization.

Data quality control employed hierarchical clustering analysis and principal component analysis (PCA). *Exon QC Summary* version 1 was used to evaluate the integrity of the expression data based on *ALMAC Diagnostics Gene Chip Quality Control* standards.

### Identification of differentially expressed genes

Pre-processed data were filtered to eliminate non-informative transcripts based on the intensity of the probe sets versus the background noise (p = 0.01) and the variance (α = 0.8). Analysis was performed with the *Feature Selection Workflow* tool (version102) developed by *ALMAC Diagnostics*.

Differentially expressed transcripts within the experimental groups (*i*.*e*., infected and non-infected macrophages) were identified using analysis of variance (ANOVA) statistical tests and *post-hoc* comparisons. The effect of inflation due to the use of multiple tests was reduced using the false discovery rate (FDR) for the ANOVA p values [24]. Differentially expressed transcripts were selected based on a minimum 1.5 log_2_ fold expression change between groups and p ≤ 0.05. The expression values of the differentially expressed genes were normalized by the probe set median and were clustered hierarchically using *Euclidean distance* and *Ward’s linkage* algorithms.

Raw and processed data were deposited into the *Gene Expression Omnibus* (GEO) database with access number GSE61211 based on MIAME (*Minimum Information About a Microarray Experiment*) guidelines [25].

### Functional enrichment analysis

Two tools were used for this analysis: the *Functional Enrichment Tool* (FET), developed by ALMAC Diagnostics based on Gene Ontology (GO) annotations [26], and the commercial software Ingenuity Pathways Analysis (IPA, Ingenuity Systems, www.ingenuity.com). The analyses enabled the identification and organization of biological entities associated with the lists of differentially expressed genes [27]. Each entity was organized according to the statistical value obtained in the enrichment analysis [28], which was adjusted for “multiple testing” [24]. This analysis was used to evaluate the probability that the association between a specific gene and a biological entity was random.

### Validation of differential gene expression by RT-qPCR

The RNA samples used for microarray analysis were treated with DNAse I (Invitrogen 18068–015, United States, CA) following manufacturer protocols. cDNA used as a template in RT-qPCR was obtained using a *High Capacity RNA-to-cDNA* reverse transcription kit (Life Technologies 4387406, United States, CA). RNA in the absence of reverse transcriptase enzyme was used as a negative control in each reverse transcription experiment.

RT-qPCR was used to validate the results obtained with microarrays. Fourteen genes were selected: 10 were randomly chosen from the group of 218 genes with differential expression, and four were part of the cholesterol biosynthesis pathway. *β2M* and *GNB2L1* were used as housekeeping genes because their expression levels did not vary in infected and non-infected macrophages in microarray assays. 

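B2M encodes beta-2 microglobulin, the light chain of MHC class I molecules, and GNB2L1, now named RACK1, a scaffold protein of the small ribosomal subunit. On the arrays B2M was at 11.24 ± 0.09 (SD, n = 3) in infected and 11.08 ± 0.01 (SD, n = 3) in non-infected macrophages, a log2 fold expression change of 0.16 (SE 0.08, adjusted p = 0.311 over all transcript clusters, 0.114 in the random-block fit). GNB2L1, measured by a transcript cluster shared with SNORD96A and SNORD95, was at 9.75 ± 0.18 (SD, n = 3) and 10.00 ± 0.17 (SD, n = 3), a log2 fold expression change of -0.25 (SE 0.13, adjusted p = 0.327 over all transcript clusters, 0.131 in the random-block fit). In the authors' deposited table B2M has a signed linear fold of 1.12 with a step-up p of 0.0276, and in the authors' deposited table GNB2L1 has -1.19 with 0.0707. Neither gene passed a test that took the biological replicate as the unit.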

The sequences of the primers used to amplify the housekeeping and selected genes are presented in S2 Table.

qPCR assays were performed using a *SsoFast EvaGreen Supermix* kit (Bio-Rad 172–5201, United States, CA) following the manufacturer’s protocols. Assays were run in a CFX96 thermocycler (Bio-Rad, United States, CA).

Expression values were determined through the ΔΔCq method [29] using the Gene Expression module of the software CFX *manager* ^TM^ version 3.0 (Bio-Rad, United States, CA). Non-infected macrophages were used as the control condition to compare the gene expression levels in non-infected and infected macrophages. These assays were repeated three times, with three biological replicates for each of the two experimental conditions.

## Results

### Identification of genes differentially expressed by infected versus non-infected macrophages

Leishmania is capable of modulating the immune response and the signaling pathways of macrophages to promote its survival in the host cell. 

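U937 is a human monocytic cell line whose cells become adherent, phagocytic macrophages when treated with phorbol 12-myristate 13-acetate (PMA), here with 100 ng/mL for 120 hours. The macrophages received 15 promastigotes of L. (V.) braziliensis per cell. Promastigotes are the flagellated form of the parasite, which becomes an amastigote inside the macrophage. The paper gives 2 hours of contact with the parasite followed by 72 hours at 34 °C, while the submitters' sample labels name an incubation of 72 hours and no shorter contact. Non-infected macrophages were treated with PMA and kept in the same way without parasites. Each condition had 3 biological replicates, each with 3 Affymetrix Human Exon arrays that the labels call technical replicates, 18 arrays in all. The paper states that each experiment was done in triplicate and does not say whether these 3 arrays shared the same RNA extract. The probes of this array lie along the exons of each gene, and they are summarized into 1 value per transcript cluster, a set of exons that mostly corresponds to 1 gene. The authors' values are on the log2 scale after RMA, which corrects background, makes the distributions of the arrays alike and summarizes the probes. They cover 22011 transcript clusters, of which 15237 are in the authors' deposited table of the comparison and 12629 of those carry a gene symbol.

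For each biological replicate the 3 technical replicates were averaged, and the 3 infected and 3 non-infected samples were compared with limma over all 22011 transcript clusters, with p-values adjusted by the Benjamini-Hochberg method. A second limma fit kept the 18 arrays and took the biological replicate as a random block, with a consensus correlation of 0.0906 between technical replicates, and is called the random-block fit. It takes most of the spread between samples as technical, so its adjusted p is not that of a test with the biological replicate alone as the unit; apart from PSME2, no gene with a symbol passed in the fit on the sample means over all transcript clusters. A further fit, on the 12629 transcript clusters with a gene symbol alone, was chosen after the values were seen. An exact permutation test of 3 samples against 3 cannot give a two-sided p under 0.1, and the number of samples limits the precision of every value. The median mean square between samples of a group was 0.0628, against 0.0483 between technical replicates, with a median ratio of 1.26 between them. Non-infected replicate 3 stood apart from the others: its score on the first principal component, which held 38.5% of the variance, was 50.5, while the other 5 samples lay between -19.1 and -2.03. Its mean correlation with the other samples was 0.980, against 0.987 to 0.988 for the rest. The second component, with 27.1% of the variance, placed the 3 infected samples between 4.17 and 21.4, non-infected replicates 1 and 2 at -28.7 and -23.3, and non-infected replicate 3 at 5.56. The top quartile of expression lay between 6.42 and 6.54 in infected and between 6.64 and 6.68 in non-infected samples.

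**Figure D1:**
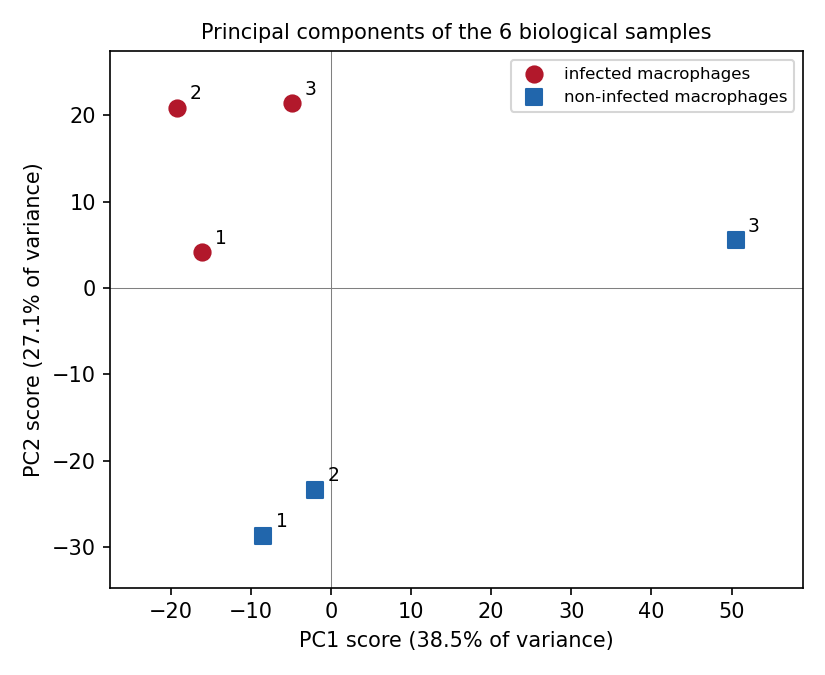
Scores of the 6 biological samples on the first (x axis) and second (y axis) principal component of log2 expression over 22011 transcript clusters, with infected macrophages as circles and non-infected macrophages as squares, each labelled with its replicate. Non-infected replicate 3 lies at 50.5 on the first component and the other 5 samples lie at -2.03 or below.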

To determine the effect of *L*. *(V*.*) braziliensis* infection at 72 hours on the gene expression of macrophages derived from the U937 cell line, the expression profiles of non-infected and infected macrophages were compared using microarray analysis.

Microarray analyses identified 12,629 genes, out of which 218 were differentially expressed between non-infected macrophages and those infected for 72 hours with *L*. *(V*.*) braziliensis*. 

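The gene with a symbol that rose most clearly in infected macrophages was PSME2, which encodes the beta subunit of PA28, an activator of the proteasome that interferon gamma induces and that takes part in preparing peptides for MHC class I molecules. Its partner in the same activator, the alpha subunit, is encoded by PSME1. The level of PSME2 was 8.73 ± 0.09 (SD, n = 3) in infected and 7.20 ± 0.16 (SD, n = 3) in non-infected macrophages. Its log2 fold expression change was 1.53 (SE 0.11, adjusted p = 0.0376 over all transcript clusters from limma). PSME1 had a log2 fold expression change of -0.18 (SE 0.14, adjusted p = 0.470), with overlapping samples. Of 15 genes of MHC class I presentation and the immunoproteasome, PSME2 was the 1 that was higher, none was lower and 14 did not pass when adjusted over the list alone. Limma gave 2 lower at an unadjusted p under 0.05, and the random-block fit gave 1 at an adjusted p under 0.05. The median of this list was -0.06, its mean 0.04 and its direction in camera up (adjusted p = 0.504).

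PSME2 and 2 transcript clusters without a gene symbol, 3475182 and 2840650, were the 3 that passed over all 22011 transcript clusters, all 3 of them higher. The 2 without a symbol were singled out after their values were seen. Transcript cluster 3475182 rose by a log2 fold expression change of 2.626 (SE 0.16, adjusted p = 0.0288) and 2840650 by 1.16 (SE 0.09, adjusted p = 0.0376). No transcript cluster was lower over all 22011 by limma, while 2932 were lower and 1516 higher at an unadjusted p under 0.05. The random-block fit called 1612 transcript clusters, of which 604 were higher and 1008 lower. The fit on the 12629 genes with a symbol called 230, with 70 higher and 160 lower, but only 10 of the 12629 passed when the p-values of the fit on all transcript clusters were adjusted over them. Leaving out any 1 of the 6 samples left 0 transcript clusters over all 22011; the fit on the genes with a symbol called 1260 without non-infected replicate 3, and 40, 10 and 27 without infected replicates 1, 2 and 3 and 45 and 50 without non-infected replicates 1 and 2.

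The 218 genes of S3 Table were all in the deposited values, 156 of them lower and 62 higher in infected macrophages. They were chosen on these samples, so their direction is not independent evidence. PSME2 was the 1 that passed over all transcript clusters; 182 passed in the random-block fit, 131 in the fit on the genes with a symbol, and 216 had an unadjusted p under 0.05. In 208 of them the infected samples lay wholly above or below the non-infected samples, as they did in 28.0% of all transcript clusters, where chance gives 10%.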

The 218 genes were selected based on log_2_ fold expression change greater than 1.5 or less than -1.5, with p < 0.05. From the differentially expressed genes, 71.6% were down-regulated, with log_2_ fold expression change s between -1.5 and -2.63. 

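FN1, PSD3 and CCNB2 were among the genes that were lower in infected macrophages. FN1 encodes fibronectin, a matrix protein that macrophages secrete. PSD3 encodes an exchange factor for the small GTPase ARF6, which takes part in membrane traffic. CCNB2 encodes cyclin B2, which drives entry into mitosis. FN1 fell from 8.53 ± 0.12 (SD, n = 3) in non-infected to 7.49 ± 0.09 (SD, n = 3) in infected macrophages, a log2 fold expression change of -1.04 (SE 0.10, adjusted p = 0.059 over all transcript clusters, 1.07e-04 in the random-block fit). A second transcript cluster of FN1, shared with LOC100507488, had a log2 fold expression change of -0.72 (SE 0.19, adjusted p = 0.0207 in the random-block fit). PSD3 had -1.09 (SE 0.16, adjusted p = 0.0344 in the random-block fit) in one transcript cluster and -0.48 (SE 0.13, adjusted p = 0.0383 in the same fit) in the other. CCNB2 fell by 0.93 on the log2 scale (SE 0.17, adjusted p = 0.126 over all transcript clusters, 0.0123 in the random-block fit).

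Of 250 transcript clusters with a linear change of at least 1.5-fold that passed in the random-block fit, 151 were lower. In the fit on the genes with a symbol the share that was lower was 69.6%, and it moved with the samples and the normalization. It was 40.0% (4 of 10) without infected replicate 2, 44.4% (12 of 27) without infected replicate 3, and from 51.1% to 87.2% without each of the other 4. The 10 and 27 calls are too few to tell which direction prevails. A further quantile normalization of the 18 arrays gave 114 higher and 53 lower, an intensity-dependent (cyclic loess) normalization, chosen after the values were seen, gave 79 higher and 44 lower, and centring each array on its median gave 95 higher and 152 lower. The median log2 fold expression change was 0.04 for transcript clusters with a mean level under 4, -0.19 from 6 to 7, -0.24 from 7 to 8 and -0.06 above 10. After the intensity-dependent normalization these medians lay between -0.04 and 0.01.

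**Figure D2:**
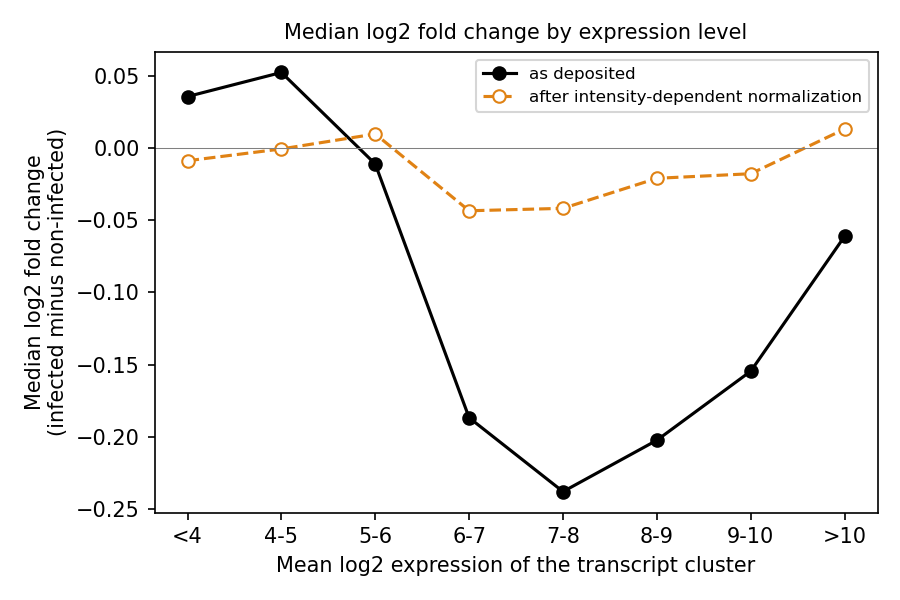
Median log2 fold expression change of infected against non-infected macrophages (y axis) by the mean log2 level of the transcript cluster (x axis), for the RMA values and after an intensity-dependent normalization. The RMA values are lowest, at -0.24, for levels from 7 to 8, where 89.1% of the transcript clusters were lower.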

Over-expressed genes showed log_2_ fold expression change values between 1.5 and 3.01 (Fig 1a and 1b, S3 Table).

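KRTAP5 genes, LOC80054, RPL23AP64 and RPLP0 were among the genes with the largest rises. Keratin-associated proteins build the hair fiber, and macrophages should lack them. RPLP0 encodes a protein of the ribosomal stalk and RPL23AP64 is a pseudogene of a ribosomal protein. LOC80054 is an uncharacterized locus. The transcript cluster shared by the genes of the KRTAP5 family rose from 6.05 ± 0.21 (SD, n = 3) to 7.64 ± 0.23 (SD, n = 3), a log2 fold expression change of 1.59 (SE 0.16, adjusted p = 0.059 over all transcript clusters, 1.91e-04 in the random-block fit). LOC80054 had a log2 fold expression change of 1.51 (SE 0.23, adjusted p = 0.116 over all transcript clusters, 0.0137 in the random-block fit). RPL23AP64 had one of 1.42 (SE 0.23, adjusted p = 0.117 over all transcript clusters, 0.0236 in the random-block fit). RPLP0 rose by 1.12 (SE 0.10, adjusted p = 0.0585 over all transcript clusters, 7.51e-04 in the random-block fit). The transcript cluster it shares with RPLP0P2 had 0.08 (SE 0.13, adjusted p = 0.624 in the random-block fit).

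In their families few other genes passed. Of 62 ribosomal protein genes, for which RPLP0 enters with the transcript cluster it shares with RPLP0P2 because of its higher mean level and not with its own, none was higher or lower when adjusted over the list alone, 4 were higher and 6 lower at an unadjusted p under 0.05 by limma, and 2 were lower in the random-block fit. Of the 62, 42 had a negative log2 fold expression change and camera gave an adjusted p of 0.858. Of 45 genes of keratin-associated and late cornified envelope proteins, the KRTAP5 cluster was higher and 44 did not pass when adjusted over the list alone, and 3 were higher and 1 lower in the random-block fit. The median of this list was 0.08 (adjusted p = 0.00264 from camera, and adjusted p = 0.708 with an estimated correlation). After the intensity-dependent normalization its median was 0.09, no smaller than before, and it did not pass in camera (adjusted p = 0.0664). Of 97 olfactory receptors, which macrophages also should lack, OR4A5 and OR52M1 were higher, none was lower and 95 did not pass when adjusted over the list alone. Their median was 0.10 (adjusted p = 7.57e-06 from camera; adjusted p = 0.708 with an estimated correlation), and it did not pass after the intensity-dependent normalization (adjusted p = 0.178). S3 Table holds 3 of the 45 and 2 of the 97, all higher and chosen on these samples, so those genes are not independent evidence. In 14 taste receptors, defensins and opsins the median was 0.04 (adjusted p = 0.135), and -0.02 after the intensity-dependent normalization.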

**Fig 1:**
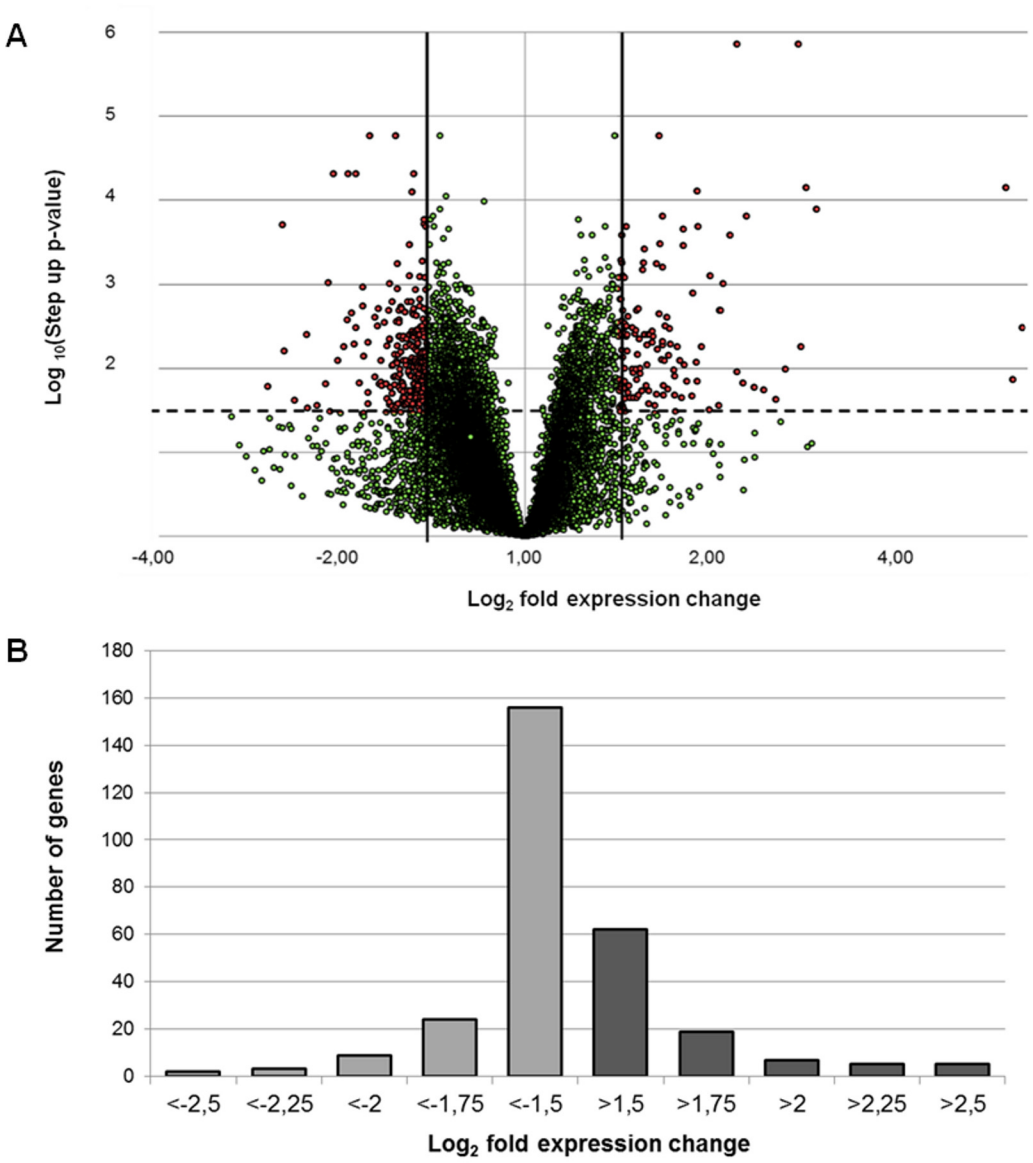
Expression levels of the genes detected through microarray assays. **(a)** Volcano plot of the 12,629 genes detected in the microarray assays. The dashed line marks the limit considered for statistical significance (0.05). The vertical lines indicate the log_2_ fold expression changes of -1.5 and 1.5 used as thresholds to choose the differentially expressed genes. **(b)** Distribution of the fold change values for the 218 differentially expressed genes.

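The cytoskeleton of the macrophage carries phagocytosis and the traffic of the phagosome. Alpha and beta tubulins, among them the products of TUBA3C and TUBB2B, form microtubules. SEPT11 encodes a septin, a GTP-binding protein that assembles into filaments and takes part in phagosome formation. SEPT11 rose from 4.57 ± 0.11 (SD, n = 3) in non-infected to 5.43 ± 0.23 (SD, n = 3) in infected macrophages, a log2 fold expression change of 0.86 (SE 0.14, adjusted p = 0.116 over all transcript clusters, 9.09e-04 in the random-block fit). It was the 1 of 12 septins that was higher when adjusted over the list alone (adjusted p = 0.00593); none was lower and 11 did not pass. The median of the septins was -0.14 and their mean -0.04, while their direction in camera was up (adjusted p = 0.935).

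TUBB2B rose by 0.76 (SE 0.21, adjusted p = 0.161 over all transcript clusters, 0.0420 in the random-block fit), and the transcript cluster it shares with TUBB2A had a log2 fold expression change of -0.09 (SE 0.17). TUBA3, as the paper writes it, is a transcript cluster shared by TUBA3C, TUBA3D and TUBA3E. Its level was 5.42 ± 0.42 (SD, n = 3) in infected and 4.02 ± 0.50 (SD, n = 3) in non-infected macrophages, with a log2 fold expression change of 1.40 (SE 0.30), and it passed when adjusted over the tubulins alone (adjusted p = 0.0448) but not in the random-block fit (adjusted p = 0.0793). A second transcript cluster of the same TUBA3 genes had 0.12 (SE 0.17, adjusted p = 0.778 in the random-block fit). TUBB2B enters the list of tubulins with the transcript cluster it shares with TUBB2A, because that cluster has the higher mean level, and not with its own. Besides TUBA3, the other 15 of 16 tubulins did not pass when adjusted over the list alone. The list as a whole had a median below 0 and a mean of 0.05 (adjusted p = 0.581 from camera, direction up). All 3 genes had an unadjusted p under 0.05 by limma and 0 of the 3 passed over all transcript clusters. The study chose them on these samples, so they are not independent evidence.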

Within the group of over-expressed genes, some linked to the macrophage cytoskeleton were detected, such as *TUBA3*, *TUBB2B* AND *SEPT11*. Genes related to the immune response, such as the chemokine *CXCL2* and the gene *WNT7B*, which belongs to the *WNT* family, were also detected. 

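CXCL2 encodes a chemokine that draws neutrophils and that NF-kB induces in macrophages. WNT7B encodes a secreted ligand of Wnt receptors that macrophages release during tissue remodelling. CCL7 and CXCL3 encode chemokines for monocytes and neutrophils, SOD2 the mitochondrial superoxide dismutase, IL23A a subunit of interleukin 23 and NFKB1 a subunit of NF-kB itself. CXCL2 rose from 8.97 ± 0.10 (SD, n = 3) in non-infected to 9.91 ± 0.11 (SD, n = 3) in infected macrophages, a log2 fold expression change of 0.94 (SE 0.10, adjusted p = 0.0712 over all transcript clusters, 1.91e-04 in the random-block fit). A transcript cluster shared with CXCL1, at a level of 4.90 in infected macrophages, had 0.04 (SE 0.12). WNT7B, at 4.48 ± 0.25 (SD, n = 3) against 3.54 ± 0.20 (SD, n = 3), also had a log2 fold expression change of 0.94 (SE 0.16, adjusted p = 0.118 over all transcript clusters, 0.0321 in the random-block fit).

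Of 35 NF-kB chemokines and cytokines, 4 were higher, 3 lower and 28 did not pass when adjusted over the list alone, and 6 were higher and 1 lower in the random-block fit. None passed over all transcript clusters by limma, where 10 were higher and 3 lower at an unadjusted p under 0.05. Besides CXCL2, the higher genes were CCL7 with a log2 fold expression change of 0.52 (SE 0.08, adjusted p = 0.0062 over the list alone), CXCL3 with 0.39 (SE 0.08) and SOD2 with 0.33 (SE 0.08). Besides IL18, the lower genes were IL23A with -0.51 (SE 0.13, adjusted p = 0.04) and NFKB1 with -0.32 (SE 0.08). SOD2, IL23A and NFKB1 did not pass in the random-block fit. CXCL2 and IL18 are in S3 Table, chosen on these samples, so their calls are not independent evidence. CXCL8 had 0.29, IL1B 0.22 and TNF 0.07. The list as a whole had a median of 0.13, and its direction in camera was up (adjusted p = 9.86e-04 from camera, and adjusted p = 0.708 with an estimated correlation). Fry gave an adjusted p of 0.268 for a shift in 1 direction. After an intensity-dependent normalization its median was 0.22, and it passed in camera at the preset correlation (adjusted p = 0.00198).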

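Metallothioneins are small proteins rich in cysteine that bind zinc and copper, and macrophages change their own zinc and copper when they hold a microbe. SLC39A8 encodes ZIP8, a transporter that brings zinc into the cytosol. MT1G rose from 6.34 ± 0.40 (SD, n = 3) in non-infected to 7.19 ± 0.17 (SD, n = 3) in infected macrophages, a log2 fold expression change of 0.85 (SE 0.21, adjusted p = 0.144 over all transcript clusters, 0.0457 in the random-block fit). MT3 rose from 5.54 ± 0.19 (SD, n = 3) to 6.24 ± 0.05 (SD, n = 3), a log2 fold expression change of 0.69 (SE 0.11, adjusted p = 0.118 over all transcript clusters, 0.0139 in the random-block fit). Of 11 genes of metallothioneins and zinc handling, MT1G and MT3 were higher, SLC39A8 was lower and 8 did not pass when adjusted over the list alone, with the same counts in the random-block fit. By limma none passed over all transcript clusters, and 2 were higher and 1 lower at an unadjusted p under 0.05. All 3 called genes are in S3 Table, chosen on these samples, so the counts and tests of this list are not independent evidence. SLC39A8 fell by 0.69 on the log2 scale (SE 0.16, adjusted p = 0.0181 over the list alone). Among metallothioneins that did not pass, the transcript cluster shared by MT1F and MT1H had 0.31 and MT1X 0.18. The list as a whole had a median of 0.14 (adjusted p = 0.0227 from camera, and adjusted p = 0.708 with an estimated correlation). Fry gave an adjusted p of 0.302 for a shift in 1 direction. After the intensity-dependent normalization its median was 0.15, and it passed in camera at the preset correlation (adjusted p = 0.0452).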

Other genes identified were linked to heavy metal regulation, such as metallothioneins *MT1G* and *MT3*.

Within the group of negatively regulated genes, *HMGCS1*, *STARD5*, *MSMO1* (*SC4MOL*) and *STARD4*, *HMGCR*, *DHCR7*, *SC5DL*, *FADS1*, *FADS2*, *APOB48R* and *APOL6*, which are related to lipid metabolism and transport, stood out. 

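The lower genes of lipid metabolism belong to several branches. FADS1 and FADS2 encode the desaturases that make long polyunsaturated fatty acids. STARD4 and STARD5 encode proteins that carry sterols between membranes. APOB48R encodes the macrophage receptor for lipoproteins with apolipoprotein B48, and APOL6 an apolipoprotein of the cytosol that interferon induces. APOB48R fell from 6.44 ± 0.31 (SD, n = 3) in non-infected to 5.25 ± 0.25 (SD, n = 3) in infected macrophages, a log2 fold expression change of -1.19 (SE 0.19, adjusted p = 0.116 over all transcript clusters, 0.0109 in the random-block fit). The transcript cluster shared by STARD5 and IL16 had -0.97 (SE 0.15, adjusted p = 0.00685 in the random-block fit). A second one shared by the same genes had -0.19 (adjusted p = 0.0429 in the random-block fit). STARD4 had -0.94 (SE 0.17, adjusted p = 0.124 over all transcript clusters, 0.00569 in the random-block fit). FADS1 fell from 8.10 ± 0.08 (SD, n = 3) to 7.40 ± 0.03 (SD, n = 3), with a log2 fold expression change of -0.70 (SE 0.08, adjusted p = 0.0883 over all transcript clusters, 1.04e-04 in the random-block fit). A second transcript cluster of FADS1, shared with NCAPD2 and SCARNA10, had -0.38 (adjusted p = 0.0189 in the random-block fit). FADS2 had -0.69 (SE 0.10, adjusted p = 0.00193 in the random-block fit). But a transcript cluster that FADS2 shares with FEN1 had -0.04 (adjusted p = 0.838 in the random-block fit). The list of fatty acid synthesis takes that shared cluster for its higher level. APOL6 had -0.59 (SE 0.12, adjusted p = 0.042 in the random-block fit).

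Of the genes of lipid metabolism and transport that the paper names, 10 were summarized together: all 10 were lower in the random-block fit at an adjusted p under 0.05, and by limma at an unadjusted p under 0.05, with log2 fold expression changes between -1.19 and -0.59, and 0 of the 10 passed over all transcript clusters. They were chosen on these samples and are not independent evidence. Of 13 genes of fatty acid synthesis and desaturation, 6 were lower, none was higher and 7 did not pass when adjusted over the list alone. ACSS2, with -0.56 (SE 0.15), and SCD, with -0.39 (SE 0.11), were among the 6 lower genes. The median of this list was -0.30 (adjusted p = 0.0227 from camera; adjusted p = 0.708 with an estimated correlation), and -0.17 after the intensity-dependent normalization, where it did not pass (adjusted p = 0.175). Of 17 genes of the SREBP pathway and sterol uptake, 2 were lower, none was higher and 15 did not pass when adjusted over the list alone. INSIG1 had -0.13 and SREBF2 -0.21. The median of this list was -0.21 (adjusted p = 0.0391 from camera, and adjusted p = 0.888 with an estimated correlation). After the intensity-dependent normalization its median was -0.05, and it did not pass in camera (adjusted p = 0.386).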

Few of the down-regulated genes were linked to the immune response. These genes included one that encodes interleukin 18 *(IL-18*) and one that encodes the transcription factor signal transducer and activator of transcription 2 (*STAT2*).

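Interleukin 18 is a cytokine that macrophages release after inflammasome activation and that drives interferon gamma production. STAT2 is part of the factor that turns on genes in response to type I interferon. SLFN5 is a member of the Schlafen family, which type I interferon induces. IL18 fell from 5.69 ± 0.12 (SD, n = 3) in non-infected to 5.00 ± 0.12 (SD, n = 3) in infected macrophages, a log2 fold expression change of -0.68 (SE 0.10, adjusted p = 0.116 over all transcript clusters, 0.00659 in the random-block fit). STAT2 fell from 6.70 ± 0.03 (SD, n = 3) to 5.77 ± 0.19 (SD, n = 3), a log2 fold expression change of -0.92 (SE 0.11, adjusted p = 0.105 over all transcript clusters, 1.04e-04 in the random-block fit).

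Of 50 interferon-stimulated genes, STAT2, SLFN5 and APOL6 were lower, none was higher and 47 did not pass when adjusted over the list alone. STAT2, SLFN5 and APOL6 are all in S3 Table, chosen on these samples, so they are not independent evidence. In all, 8 were lower in the random-block fit, and 2 were higher and 12 lower at an unadjusted p under 0.05 by limma. SLFN5 fell by 0.61 on the log2 scale (SE 0.08, adjusted p = 0.00443 over the list alone). IFIT1 had -0.29 and ISG15 -0.10. The median of the list was -0.19 (adjusted p = 0.12 from camera), and -0.07 after the intensity-dependent normalization. In 14 of the 50 the infected samples lay wholly below and in 1 wholly above the non-infected samples, while 28.0% of all transcript clusters did not overlap and chance gives 10%. Of 6 measured genes of MHC class II presentation none passed when adjusted over the list alone or in the random-block fit, and 1 was higher at an unadjusted p under 0.05 by limma. The median was -0.11 and the mean -0.10, with the direction up in camera (adjusted p = 0.858).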

Fourteen genes were validated through RT-qPCR, and results agreed with those obtained through microarray analysis for 12 genes. However, the genes *potassium channel subfamily K member 3* (*KCNK3*) and *sphingosine-1-phosphate receptor 2* (*S1PR2*) did not exhibit changes in expression through RT-qPCR between infected and non-infected macrophages, while they were identified as over-expressed via microarray analysis (Fig 2).

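The 14 genes tested by RT-qPCR included a potassium leak channel (KCNK3), a receptor for sphingosine-1-phosphate (S1PR2), the matrix metalloproteinase stromelysin-1 (MMP3), a small GTPase of the actin cytoskeleton (RHOB), a glycosyltransferase (B3GNT7) and a small mucin-like secreted protein (MUCL1). On the arrays KCNK3 rose from 4.20 ± 0.22 (SD, n = 3) in non-infected to 4.95 ± 0.07 (SD, n = 3) in infected macrophages, a log2 fold expression change of 0.75 (SE 0.13, adjusted p = 0.00163 in the random-block fit). S1PR2 had levels of 4.62 ± 0.33 (SD, n = 3) and 5.33 ± 0.14 (SD, n = 3), a log2 fold expression change of 0.71 (SE 0.18), and did not pass in the random-block fit (adjusted p = 0.0676). MUCL1, with 0.63 (SE 0.21), did not pass in that fit either (adjusted p = 0.0772). MMP3 was at 11.38 ± 0.02 (SD, n = 3) in infected and 10.65 ± 0.20 (SD, n = 3) in non-infected macrophages and rose by 0.73 (SE 0.12, adjusted p = 3.93e-05 in the random-block fit). RHOB rose by 0.65 (SE 0.09, adjusted p = 0.00157 in the random-block fit) and B3GNT7 by 0.75 (SE 0.08, adjusted p = 0.0143 in the same fit). For HSP40, the transcript cluster taken was that of DNAJC17 and ZFYVE19, whose description in S3 Table names an Hsp40 homolog. That cluster fell by 0.67 on the log2 scale (SE 0.18, adjusted p = 0.0313 in the random-block fit). A second transcript cluster of DNAJC17 and ZFYVE19 had -0.07 (adjusted p = 0.663 in the random-block fit).

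Across 13 of the 14 genes, 8 had positive and 5 negative log2 fold expression changes, from -1.07 for HMGCS1 to 0.94 for CXCL2. In the random-block fit 11 of the 13 passed, all except S1PR2 and MUCL1, and all 13 had an unadjusted p under 0.05 by limma and 0 passed over all transcript clusters. These genes came from those the study chose on these samples, so the array values are not independent evidence.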

**Fig 2:**
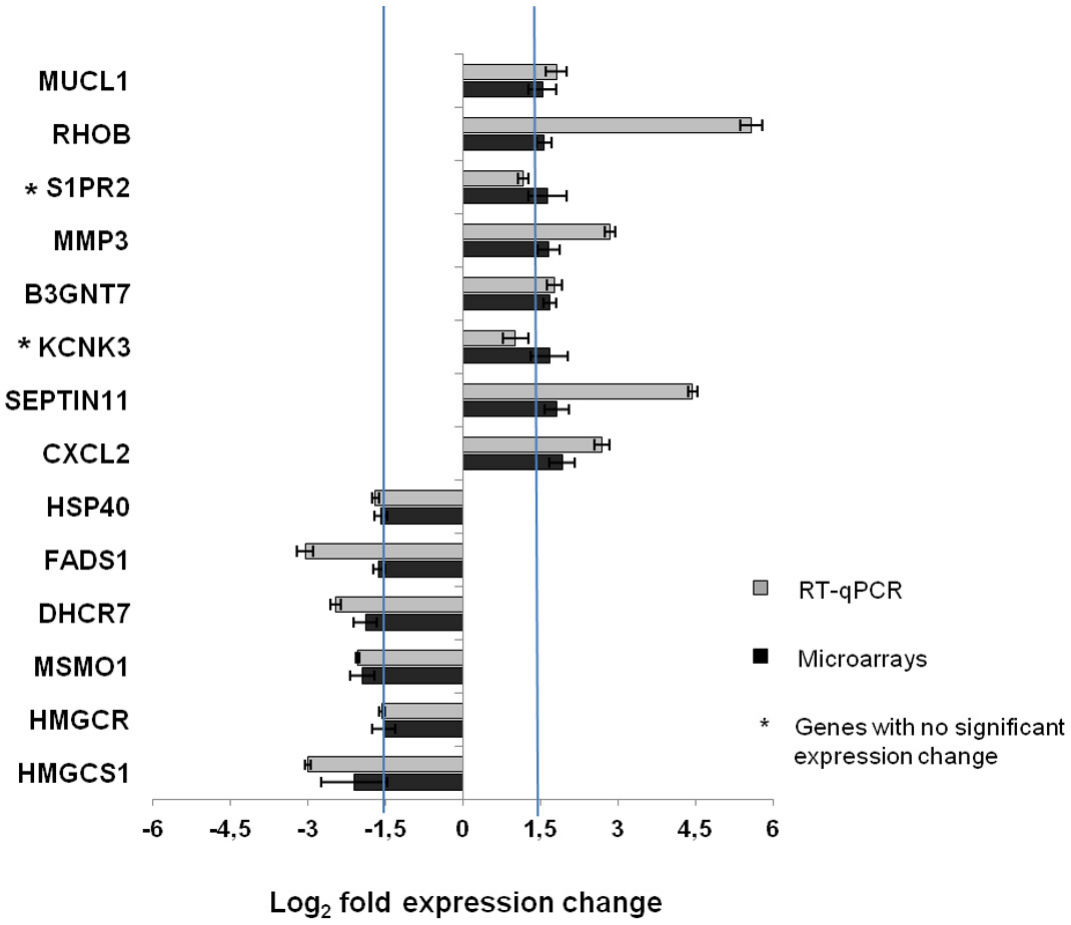
RT-qPCR validation of the expression levels obtained from microarray assays. Out of the 218 genes with differential expression between infected and non-infected macrophages, as identified through microarray assays, 14 genes were evaluated through RT-qPCR to validate their expression levels. Of these genes, 85.7% (12/14) of their RT-qPCR expression data were consistent with the results obtained by microarray analysis.

### Identification of biological entities through functional enrichment analyses

Functional enrichment analysis was performed using the FET tool and the IPA software to identify biological entities linked to the differentially expressed genes.

IPA analysis identified significant differences in mRNA levels of genes encoding proteins involved in steroid biosynthesis, associated with the genes *SC5DL*, *HMGCR* and *DHCR7*, and the degradation of ketone bodies, associated with the genes *HMGCS1* and suggesting this may be an important pathway involved during infection. 

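HMGCS1 encodes the cytosolic HMG-CoA synthase, which acts early in the pathway to cholesterol, while the enzyme of ketone bodies is its mitochondrial relative. DHCR7 and SC5DL encode enzymes near the end of the pathway, which turn lathosterol by way of 7-dehydrocholesterol into cholesterol. HMGCS1 lies on chromosome 5 and DHCR7 and SC5DL on chromosome 11. HMGCS1 fell from 6.91 ± 0.27 (SD, n = 3) in non-infected to 5.84 ± 0.23 (SD, n = 3) in infected macrophages, a log2 fold expression change of -1.07 (SE 0.18, adjusted p = 0.118 over all transcript clusters, 0.00193 in the random-block fit). DHCR7 had levels of 6.09 ± 0.26 (SD, n = 3) and 5.17 ± 0.10 (SD, n = 3), a change of -0.92 (SE 0.15, adjusted p = 0.00914 in the random-block fit). SC5DL had levels of 6.00 ± 0.13 (SD, n = 3) and 5.39 ± 0.06 (SD, n = 3), a change of -0.61 (SE 0.10, adjusted p = 0.0269 in the random-block fit). Over all transcript clusters none of the 3 passed by limma, and all 3 had an unadjusted p under 0.05. In all 3 genes every infected sample was below every non-infected sample. After the intensity-dependent normalization HMGCS1 had -0.93.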

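C14orf1, now named ERG28, encodes a protein of the endoplasmic reticulum that holds together the enzymes that remove the C4 methyl groups of sterols. MSMO1, formerly SC4MOL, encodes the oxidase that starts this removal. C14orf1, on chromosome 14, had the largest fall of the genes of this pathway, from 8.85 ± 0.33 (SD, n = 3) in non-infected to 7.53 ± 0.25 (SD, n = 3) in infected macrophages, a log2 fold expression change of -1.32 (SE 0.20, adjusted p = 0.116 over all transcript clusters, 2.40e-04 in the random-block fit). MSMO1, on chromosome 4, fell from 7.80 ± 0.07 (SD, n = 3) to 6.84 ± 0.11 (SD, n = 3), a log2 fold expression change of -0.96 (SE 0.09, adjusted p = 0.059 over all transcript clusters, 1.04e-04 in the random-block fit). After the intensity-dependent normalization their changes were -1.13 and -0.77. Together with SC5DL, HMGCS1 and DHCR7 they make 5 genes, all 5 of which were lower in the random-block fit and in the fit on the genes with a symbol, and 0 of which passed over all transcript clusters by limma, where all 5 had an unadjusted p under 0.05. The study chose these genes on the same samples, so they are not independent evidence.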

Analysis using the FET tool identified sterol and cholesterol biosynthesis as the relevant biological processes in the interaction between macrophages and *L*. *(V*.*) braziliensis*, associated with the genes *SC5DL*, *SC4MOL*, *HMGCR*, *C14ORF1*, *HMGCS1* and *DHCR7*.

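Cholesterol is made from acetyl-CoA by way of mevalonate, farnesyl diphosphate, squalene, lanosterol and a series of sterols, and SREBP2 turns on most of the enzymes together. ACAT2 makes the first intermediate; IDI1, FDPS and FDFT1 act between mevalonate and squalene; CYP51A1, NSDHL and EBP act on the sterols. Of 19 measured genes of cholesterol biosynthesis, 13 were lower, none was higher and 6 did not pass when adjusted over the list alone, and 11 were lower in the random-block fit and 9 in the fit on the genes with a symbol. By limma over all transcript clusters 0 of the 19 passed, and 13 were lower and none higher at an unadjusted p under 0.05. In 12 of the 19 every infected sample was below every non-infected sample, while 28.0% of all transcript clusters did not overlap either way and chance gives 10%. Of the list, 7 genes are in S3 Table, which the study chose on these samples, so those 7 are not independent evidence. The list itself was set up because of the paper's functional enrichment result, which came from these samples. Its counts and tests include the 7 genes and are not independent of that result.

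Outside the genes that S3 Table holds, IDI1 had a log2 fold expression change of -0.57 (SE 0.09, adjusted p = 0.00206 over the list alone), FDFT1 -0.56 (SE 0.12, adjusted p = 0.0047), CYP51A1 -0.45 (SE 0.09, adjusted p = 0.00448), FDPS -0.45 (SE 0.12, adjusted p = 0.016), NSDHL -0.49 (SE 0.18, adjusted p = 0.0446) and EBP -0.39 (SE 0.14, adjusted p = 0.0489). These adjustments ran over all 19 measured genes, with the 7 of S3 Table among them, which eases the limit for the others. NSDHL and EBP passed only narrowly, so their calls may rest on those 7. FDFT1 was measured by a transcript cluster shared with CTSB, whose own transcript cluster had -0.09, and the samples of EBP overlapped. A second transcript cluster of FDPS, shared with C1orf104, had -0.26. SQLE had -0.04. TM7SF2 had 0.17. Of the genes in S3 Table, ACAT2, in a transcript cluster shared with LOC100129518, fell by 0.64 (SE 0.13, adjusted p = 0.00418), which is not independent evidence.

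The median of the list was -0.49, and -0.39 after the intensity-dependent normalization. Camera placed the list below the other genes (adjusted p = 5.21e-06; adjusted p = 0.708 with an estimated correlation), where the estimated correlation between its genes was 0.238. Fry gave an adjusted p of 0.0673 for a shift of the list in 1 direction. From the functional enrichment and the RT-qPCR of some of these genes, the paper proposes that cholesterol biosynthesis could be negatively regulated in macrophages infected for 72 hours.

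**Figure D3:**
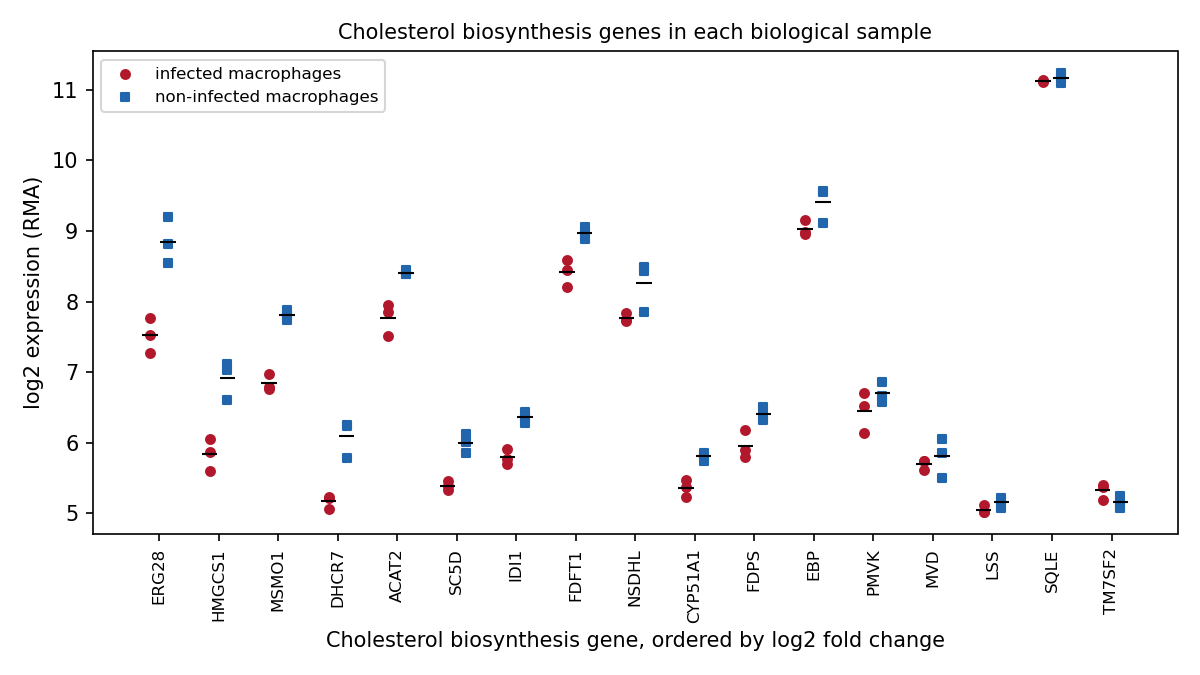
Log2 expression (RMA) of genes of cholesterol biosynthesis (x axis, ordered by log2 fold expression change) in the 3 infected samples (circles) and the 3 non-infected samples (squares), each point the mean of 3 technical replicates and each bar the mean of a group. ERG28 (C14orf1), at the left, has the largest fall, -1.32, and TM7SF2, at the right, has 0.17.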

The results from functional enrichment analysis, along with RT-qPCR validation of expression levels of some of the genes linked to cholesterol biosynthesis, suggest that this biological process could be negatively regulated in macrophages infected with *L*. *(V*.*) braziliensis* for 72 hours (Fig 3).

**Fig 3:**
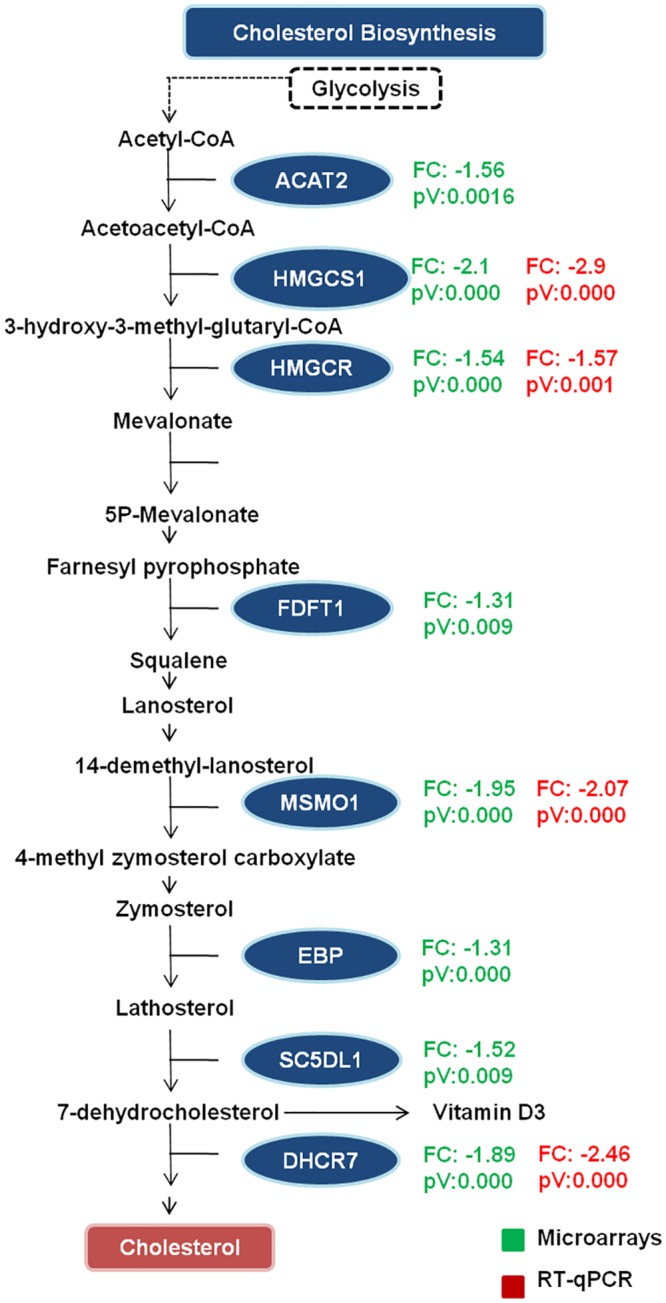
Genes expressed differentially during the infection of macrophages by *L*. *(V*.*) braziliensis* and that participate in the cholesterol biosynthesis pathway. Gene expression results obtained by microarray analysis and confirmed by RT-qPCR are shown.

## Discussion

This study showed that most of the genes differentially expressed between non-infected macrophages and those infected with *L*. *(V*.*) braziliensis* for 72 hours are down-regulated. According to functional enrichment analyses, the biosynthesis of steroids, sterol and cholesterol were among the canonical pathways identified by IPA or FET tools. This study is the first to report the global gene expression of macrophages infected with *L*. *(V*.*) braziliensis* and the associated metabolic pathways.

In the host cell, the macrophage-Leishmania interaction triggers a series of mechanisms aimed at destroying the parasite. However, Leishmania has the capacity to alter the signaling pathways of the macrophage to establish itself in the phagosome for replication [4, 30, 31]. The parasite is capable of inducing alterations in signaling molecules and changes at the transcriptional level through positive or negative macrophage gene regulation. Furthermore, the metabolic processes of the macrophage can change according to the type of parasite [9].

Our results show that *L*. *(V*.*) braziliensis* infection can have a primarily suppressive effect on host gene transcription, as has been previously reported for other Leishmania species [8, 13, 32]. Zhang and peers undertook a meta-analysis in which they included 5 studies on gene expression in macrophages infected by different Leishmania species belonging to the *Leishmania* subgenus, performed at initial infection time points. The authors found that most genes were down-regulated in all of the studies [18]. The general gene repression of macrophages infected by Leishmania, found in these studies, may be related with the capacity of the parasite to alter the expression of genes involved in several pathways causing a cumulative effect of many different down-regulated pathways [11, 33, 34]. These results and those reported in our study differ from those obtained by Ramírez and peers, who reported the over-expression of most of the genes in macrophages infected for 24 hours with *L. (V.) panamensis [22]*. This variability in results suggests the possibility that macrophage gene expression may be linked to the infecting species and the stage of infection in which expression is evaluated.

The expression pattern of macrophage genes upon invasion by a microorganism is dynamic and dependent on the stage of infection. At the initial stages, a pattern of expression of genes linked to the defense mechanisms of the macrophage (the innate and adaptive immune responses) is expected. This phenomenon has been demonstrated in different studies where macrophages have been challenged with *Leishmania spp*.; in the first 24 hours, most of the regulated genes are those related to the immune response [8, 13, 22]. These results contrast with those obtained in this work, where a limited number of genes related to the immune response was identified. Among these, the genes that encode transcription factor *STAT2* and *IL-18* were identified. These two molecules are important for an effective inflammatory response during infection. It is possible that the parasite modulates the expression of these genes to neutralize part of the defense machinery of the macrophage to establish an infection. Other authors have reported similar results [8, 35]. Another gene related to the immune response was chemokine CXCL2, which was over-expressed, a consistent result in studies with different *Leishmania* species (*L*. *(L*.*) amazonensis*, *L*. *(L*.*) mexicana*, *L*. *(L*.*) major* and *L*. *(L*.*) donovani*) [8, 11, 15, 18, 35]. It is possible that the low representation of genes linked to the immune response in this work was due to the stage of macrophage gene expression evaluation, 72 hours post-infection, when the infection has already been established and the macrophage may be adapting its metabolism to confront the infection [9].

To identify the biological processes to which the differentially expressed genes were linked, the microarray results were analyzed using the IPA and FET tools. The results revealed that the pathways with statistical significance were the biosynthesis of steroids, sterol and cholesterol probably related to the process of infection. Although these results were based on the changes registered for few genes important in these pathways, the others genes identified were associated with another biological processes but with low statistical significances.

The findings related to the main canonical pathways suggest at least two scenarios regarding the negative transcriptional regulation of the genes involved in the synthesis of cholesterol in the macrophage. In the first scenario, signaling is normal. That is, the macrophage has high levels of cholesterol and is responding to these levels. In the second scenario, signaling is abnormal. That is, the macrophage has normal (or even below normal) levels of cholesterol, but the signaling pathway is being incorrectly activated, possibly through factors related to the infection.

During the initial interaction between macrophages and promastigotes, cholesterol plays an important role because it is one of the most abundant molecules in lipid rafts, cell membrane micro-domains that serve as platforms for the interaction between different proteins involved in a series of processes including cell signaling, adhesion, invasion, and secretion [36–38]. Previous studies have shown that during the first 24 hours of *L*. *(L*.*) major* infection, there is up-regulation of *HMGCR* at transcriptional level and there is an increase in cytoplasmic lipid droplets, from which cholesterol is an important component. [39]. However, it is important to consider that the regulation of cholesterol biosynthesis exhibits end-product inhibition and that once the cell detects high levels of cholesterol, the molecule itself triggers the negative regulation of its own synthesis. It is possible that this phenomenon is occurring at 72 hours of infection, assuming that cholesterol synthesis increased in the initial moments of infection.

A second scenario that could explain the improper negative regulation of cholesterol can be due to factors related to the parasite. Recently, a mechanism of lipid metabolism regulation related to the protein mammalian/mechanistic target of rapamycin (*mTOR*) has been described. In 2011, Peterson and peers proposed that mTORC1 could regulate the transcription of genes linked to the biosynthesis of cholesterol by modulating the transcription factor sterol regulatory element-binding proteins (*SREBPs*). They propose that *mTORC1* regulates the subcellular localization of *Lipin1*, a transcriptional co-activator and phosphatidic acid phosphohydrolase enzyme, which when dephosphorylated is translocated to the nucleus. The researchers report for NIH3T3 cells, that after pharmacological inhibition with Torin1, *Lipin1* resides in the nucleus, *SREBP*-dependent gene transcription is repressed, and *SREBP* 1 and 2 nuclear levels are reduced [40]. During early infection by *L*. *(L*.*) major*, Jaramillo and peers reported that the glycoprotein gp63 induces mTOR cleavage and inhibits the formation of the *mTORC1* complex [41]. Assuming that this mechanism is shared by *L*. *(V*.*) braziliensis* and that its effects in mTOR signaling prevail at later infection times, it is possible that in the context of our work, gp63 down-regulates *mTOR* reducing *Lipin1* phosphorylation. This in turn, could facilitate the movement of non-phosphorylated *Lipin1* into the nucleus leading to decreased nuclear levels of SREBP-dependent gene transcription.

We did not find any studies in the reviewed literature evaluating the global gene expression of macrophages infected by *L*. *(V*.*) braziliensis* associated to negative regulation of genes related with cholesterol biosynthesis. However, two studies performed on macrophages infected with *L*. *(L*.*) major* reported decreased cholesterol levels 72 hours after infection through the down-regulation of the gene that encodes the enzyme *HMGCR* [42, 43]. In contrast, in two studies performed using macrophages infected with *L*. *(L*.*) amazonensis* and *L*. *(L*.*) major*, the authors observed increases in cholesterol biosynthesis during the initial stages of infection [35, 39]. According to these reports, it can be suggested that cholesterol biosynthesis can be positively or negatively regulated in macrophages infected by *Leishmania spp*. and that this regulation likely depends on the stage of the infection and the infecting species.

To the extent of our knowledge no other study has explored the gene expression pattern of infected macrophages by the parasite *L*. *(V*.*) braziliensis*. However, Novais and peers reported the changes that occur in human skin after infection with *L*. *(V*.*) braziliensis* when compared with normal skin using a genome-wide transcriptional analysis [44]. Those authors reported repression of both cholesterol and free fatty acid biosynthesis in the infected skin samples, findings which are in agreement with our *in vitro* observations in infected U937 derived macrophages with *L*. *(V*.*) braziliensis*.

Our data provide new knowledge about the macrophage—*L*. *(V*.*) braziliensis* interaction at the transcriptional level. The results suggest that some genes related to cholesterol biosynthesis are negatively regulated at 72 hours, the stage of an established infection. Future studies could focus on evaluating the dynamics of cholesterol biosynthesis over time, as the reported results mostly have originated from studies during the initial stages of infection. Furthermore, it would be important to evaluate if the behavior of cholesterol biosynthesis could be dependent on the infecting species.

## Supporting Information

S1 Fig Evaluation of the infection of U937 cell-derived macrophages by *L*. *(V*.*) braziliensis*. **a)** Percent infection and **b)** parasitic load. Macrophages derived from U937 cells were differentiated by incubating 1.2X10^5^ cells for 120 hours with 100ng/mL PMA in RPMI-1640 medium supplemented with 10% FBS at 37°C and 5% CO_2_ on a glass substrate in a 24-well plate. The macrophages were infected with *L*. *(V*.*) braziliensis*-opsonized promastigotes at a 15:1 parasite: macrophage ratio. Percent infection and parasitic load were calculated every 24 hours through Giemsa staining and microscopic determination. The experiment was repeated three times, and each time point was measured in triplicate.
(TIF)

S1 Table Standard error and confidence intervals calculated for parasite load measured at different times after infection of U937 derived macrophages with *L*. *(V*.*) braziliensis* promastigotes.

S2 Table Conditions for amplification of the genes selected to perform RT-qPCR validation of microarray results. Primer sequences and annealing temperatures are reported for each gene.
(DOCX)

S3 Table Differentially expressed genes identified by microarray assays. The 218 genes with differential expression between non-infected macrophages and those infected with *Leishmania braziliensis* are shown. They present log_2_ fold expression greater than 1.5 or less than -1.5, with p < 0.05.
(DOCX)

# Supplementary material for: Changes in Macrophage Gene Expression Associated with Leishmania (Viannia) braziliensis Infection
**Source:** PLoS One. 2015 Jun 8;10(6):e0128934. doi: 10.1371/journal.pone.0128934
**Supplement:** S1 Table

**S2 Table.** Standard error and confidence intervals calculated for parasite load measured at different times after infection of U937 derived macrophages with *L. (V.) braziliensis* promastigotes.

| **Time** | **n** | **Parasite Load mean** | **Standard error** | **95% Confidence Intervals** | |
| --- | --- | --- | --- | --- | --- |
| **24** | 491 | 4,43 | 0,32 | 3,80 | 5,07 |
| **48** | 481 | 4,43 | 0,33 | 3,78 | 5,07 |
| **72** | 472 | 6,84 | 0,41 | 6,04 | 7,65 |
| **96** | 489 | 8,99 | 0,48 | 8,03 | 9,94 |
| **120** | 476 | 8,92 | 0,52 | 7,80 | 9,94 |

# Supplementary material for: Changes in Macrophage Gene Expression Associated with Leishmania (Viannia) braziliensis Infection
**Source:** PLoS One. 2015 Jun 8;10(6):e0128934. doi: 10.1371/journal.pone.0128934
**Supplement:** S2 Table — Primer sequences and annealing temperatures are reported for each gene.

**S3 Table.** Conditions for amplification of the genes selected to perform RT-qPCR validation of microarray results. Primer sequences and annealing temperatures are reported for each gene.

| **Gene** | **Primers sequences** | | **Annealing temperature (˚C)** | |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| *GNB2L1* | Fwd | GAGTGTGGCCTTCTCCTCTG | 60.0 ºC |  |
|  | Rev | GCTTGCAGTTAGCCAGGTTC |  |  |
| *B2M* | Fwd | ACTGAATTCACCCCCACTGA | 60.0 ºC | |
|  | Rev | CCTCCATGATGCTGCTTACA |  |  |
| *HMGCS1* | Fwd | GATGTGGGAATTGTTGCCCTT | 62.0 ºC | |
|  | Rev | ATTGTCTCTGTTCCAACTTCCAG |  |  |
| *HMGCR* | Fwd | AGCTTGCCCGAATTGTGTGT | 63.0 ºC | |
|  | Rev | CCAATGCCCATGTTCCAGTT |  |  |
| *MSMO1* | Fwd | GCCAGAGACATGGGAAAACC | 62.0 ºC | |
|  | Rev | GCACAACCAAAGCATCTTGC |  |  |
| *DHCR7* | Fwd | CTCCTGCAGGGGTTGTGAAC | 63.0 ºC | |
|  | Rev | CGAAGGTGGAGACGGCATAG |  |  |
| *B3GNT7* | Fwd | CTGGGACGTGACCACCACTA | 62.0 ºC | |
|  | Rev | GACCGACTTGACAACCACCA |  |  |
| *CXCL2* | Fwd | TGCTGAAAAATGGCAAATCC | 61.0 ºC | |
|  | Rev | CATTAGGCGCAATCCAGGT |  |  |
| *FADS1* | Fwd | CTTTGCCACCTTTTGGGTGT | 63.0 ºC | |
|  | Rev | TGTCCCTTTGTGGCCATGTA |  |  |
| *HSP40* | Fwd | AGGCAGCGGACAAAGAGGTAAA | 63.0 ºC | |
|  | Rev | CTGGGTCCTCTCTGCTGCTT |  |  |
| *KCNK3* | Fwd | ACCAAAGCTGCGGAGAGAAG | 63.0 ºC | |
|  | Rev | GAGTGAGGGGGAAGCAACAC |  |  |
| *MMP3* | Fwd | TGAGGACACCAGCATGAACC | 63.0 ºC | |
|  | Rev | GCATCACCTCCAGAGTGTCG |  |  |
| *MUCL1* | Fwd | CCAGCTACTGGTCCTGCTGA | 63.0 ºC | |
|  | Rev | CCCAACCCATTTGGGTAAAA |  |  |
| *RHOB* | Fwd | AGAGAGCTAGGCCGAGTCCA | 63.0 ºC | |
|  | Rev | GCGTTCTCTCGCTGCGCTT |  |  |
| *SEPTIN11* | Fwd | AGGGAATAACCGCGAATGCT | 63.0 ºC | |
|  | Rev | CTGCTGAGGCGGTGAGAAGT |  |  |
| *S1PR2* | Fwd | GGGCAGGAGCACTTTACCAC | 63.0 ºC | |
|  | Rev | GAGAACGACATGAACCCAGGA |  |  |

# Supplementary material for: Changes in Macrophage Gene Expression Associated with Leishmania (Viannia) braziliensis Infection
**Source:** PLoS One. 2015 Jun 8;10(6):e0128934. doi: 10.1371/journal.pone.0128934
**Supplement:** S3 Table — The 218 genes with differential expression between non-infected macrophages and those infected with Leishmania braziliensis are shown. They present log2 fold expression greater than 1.5 or less than -1.5, with p < 0.05.

**S4 Table. Differentially expressed genes identified by microarray assays.** The 218 genes with differential expression between non-infected macrophages and those infected with *Leishmania braziliensis* are shown. They present fold changes greater than 1.5 or less than -1.5, with p < 0.05.

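S3 Table lists, for each of 218 transcript clusters, the gene symbols, a description and the fold change of infected against non-infected macrophages from the arrays. The fold in it is a signed linear fold: for a higher gene it is the ratio of the group means taken off the log2 scale, and for a lower gene the negative of the inverse ratio, so that no value lies between -1 and 1. Computed in this way from the deposited values, all 218 folds were within 0.005 of those in the table. On the log2 scale a linear fold of 1.5 is a smaller change than 1.5, and 3 of the 218 genes had a log2 fold expression change beyond 1.5 either way: PSME2, LOC80054 and the transcript cluster of the KRTAP5 family. The p-values of the authors' deposited table equal those of an equal-variance comparison that takes the 18 arrays as independent, within 5.05e-05, and its step-up values equal a Benjamini-Hochberg adjustment over 15237 transcript clusters within 0.003. In the authors' deposited table 305 transcript clusters are past both limits, 227 of them with a gene symbol and 78 without. Of the 227, 9 are not in S3 Table, and all 9 have a fold under 1.5 before rounding.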

How the deposited data were processed for this re-analysis (not part of the article)

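RNA from macrophages derived from U937 cells with PMA, infected with L. (V.) braziliensis for 72 hours or not infected, was measured on 18 Affymetrix Human Exon arrays, 3 technical replicates for each of 3 biological replicates per condition. Conditions and replicates were taken from the submitters' sample labels. The labels give the contact with the parasite as 72 hours where the paper gives 2 hours; the paper's value was used. The authors made the values with the RMA method in Expression Console, and the deposited values are log2 expression per transcript cluster, normalized across arrays and not centred by gene. Array values ran from 0.13 to 14.17 and sample medians from 5.10 to 5.14. The authors' deposited table of the comparison holds group means on the log2 scale, a signed linear fold change, a p-value and its step-up (false discovery rate) value for the 15237 transcript clusters that passed the methods' filters on background (p = 0.01) and on variance (alpha = 0.8). Of these, 12629 carry a gene symbol: 10658 carry 1 and 1971 several. The other 6774 transcript clusters of the value table had a median level of 2.57, against 5.82 for those with a symbol. The means in the authors' deposited table were checked against the arrays and match them within rounding. The submitters name hg18 as the genome build, the deposited table itself names none, and chromosomes alone are given here.

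The values were not normalized again. The 3 technical replicates of each biological replicate were averaged, and the 6 samples were compared with limma (version 3.58.1, R 4.3.3; lmFit and eBayes, two-sided) over all 22011 transcript clusters, with no filter on level and no block for the replicate number. P-values were adjusted by the Benjamini-Hochberg method at 0.05, with limits of a linear 1.5-fold change and of a log2 fold change of 1.5 tried apart. Every adjusted p printed for a gene comes from limma, on the sample means or, where named, in the random-block fit. The random-block fit used duplicateCorrelation on the 18 arrays. The methods name an ANOVA and do not say in the text how technical replicates entered it; for 2 groups it is the methods' t-test, which was run as an alternative. Tables were read with data.table 1.17.8 and figures drawn with matplotlib 3.10.9. The 3 samples per group limit the precision, and the values give no signal-over-background estimate per array.

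Before the data were examined, the test, the alternatives, 32 gene lists and the rule for naming genes were fixed. The lists cover cholesterol and fatty acid metabolism, immune responses, the cytoskeleton, stress responses, cell division and genes that macrophages should lack, the last as a background control. For a gene with several transcript clusters, a list takes the one with the highest mean level. Each list was tested with its members adjusted over the list alone, with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, and p-values of lists were adjusted over the 32 lists. Camera compared each list with the 12629 transcript clusters that carry a symbol, a set chosen after the values were seen. Fry tests whether a list's genes move on balance in 1 direction and compares it with no other genes. Named are every gene that the paper's results, Fig 2 or Fig 3 name, up to 10 transcript clusters with the largest change each way that passed without overlap and carry exactly 1 symbol, and up to 4 members of each list with the smallest adjusted p. The values of S3 Table had been seen when this rule was written. Many of the lists hold genes of S3 Table, so their counts and tests are not independent of the study's choice. Since PSME2 was the 1 gene with a symbol that passed over all transcript clusters, the second part of the rule was also applied to the fit on the genes with a symbol, which was added after the values were seen, as was the intensity-dependent (cyclic loess) normalization. For a gene that the paper names, the transcript cluster is that of S3 Table, or otherwise the one with the highest mean level.

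The procedure was tested on simulated data with the spread of these arrays, in which 200 genes were changed in 5 draws. Over all transcript clusters 21.6% of the genes changed 1.5-fold and 60.4% of those changed 2-fold were recovered, 4.12% of the calls were false and 0 had the wrong direction. On the genes with a symbol alone 44.8% and 85.2% were recovered and 6.25% of the calls were false. The simulated genes varied independently of each other, with no sample standing apart and no shift that depends on level. The real arrays differ in this, so these shares may not hold for them. The alternatives covered the use of technical replicates, the variance model, the methods' t-test, filters on dim or little varying transcript clusters, the normalization, 1 transcript cluster per gene symbol and leaving out each sample. Some genes are withheld for evaluations and are not reported here. The RT-qPCR values and the infection counts were not analysed, and neither were probes of single exons.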

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

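The intensity-dependent normalization and the fit on the genes with a symbol, also with samples left out or arrays normalized again, were chosen after the results were seen. The background lists, centring and leaving out each sample over all transcript clusters were planned. The values of S3 Table had been seen when the plan's rule for naming genes was written. That table holds 3 keratin-associated and late cornified envelope genes and 2 olfactory receptors, all higher. The background lists are therefore not independent of it.

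A signal in genes the paper does not discuss drew attention to 3 transcript clusters and 3 gene lists. PSME2 had a log2 fold expression change of 1.53, and it is in S3 Table but not in the paper's text. Transcript cluster 3475182, without a gene symbol, had 2.626 and rose from 5.57 ± 0.25 (SD, n = 3) to 8.19 ± 0.19 (SD, n = 3); 2840650 had 1.16, with every infected sample above every non-infected sample in all 3. Macrophage and monocyte surface markers had a median of -0.25: of 32, 5 were lower, none was higher and 27 did not pass when adjusted over the list alone, and 8 were lower in the random-block fit, while none passed over all transcript clusters by limma and 13 were lower at an unadjusted p under 0.05. MS4A4A had -0.65 (SE 0.12, adjusted p = 0.0177 over the list alone), CSF1R -0.70 (SE 0.16, adjusted p = 0.0405) and ITGAX -0.46 (SE 0.08, adjusted p = 0.0177), while CD14 differed by less than its SE. The list passed in camera (adjusted p = 0.015; adjusted p = 0.912 with an estimated correlation) and its median was -0.10 after the intensity-dependent normalization. Olfactory receptors had a median of 0.10 and keratin-associated and late cornified envelope proteins one of 0.0789, and macrophages should express neither.

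The first pattern weighed is that genes that macrophages should lack were higher on infected arrays. The median of the 3 background lists together was 0.0928, above the 0.05 set for a shift of low signals between infected and non-infected arrays, but this value restates the pattern and decides nothing. Transcript clusters with a level under 4 had a median of 0.04, below that limit, and those from 4 to 5 one of 0.0522, above it. After the intensity-dependent normalization the medians were 0.04 for olfactory receptors and 0.09 for keratin-associated and late cornified envelope proteins, and neither list passed in camera. A shift of low signals stays open, and no biological explanation was tested.

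The second pattern is that more genes were lower than higher in infected macrophages. Limma called no lower transcript cluster over all 22011, where 2932 were lower at an unadjusted p under 0.05. The random-block fit gave 1008 lower at an adjusted p under 0.05. The pattern was therefore tested on the genes with a symbol. Without infected replicate 2, 4 of 10 called there were lower (40.0%), and without infected replicate 3, 12 of 27 (44.4%). The excess was not seen in these 2 fits, and their calls were too few to tell which direction prevails. A shift of the whole distribution by normalization stays open. The share lower was 61.5% after centring each array on its median, but 31.7% after a further quantile normalization. Sample medians ran only from 5.10 to 5.14 before centring, so centring could remove little and does not decide on an offset. The limit set for the median used all transcript clusters (-0.04), while the genes tested had a median of -0.10. An intensity-dependent shift between the arrays may explain the excess, since the share lower was 35.8% after the intensity-dependent normalization, but it does not remove the shift of cholesterol biosynthesis, whose median was still -0.389. An effect of infection on genes of middle and high level would look alike on these arrays and stays open.

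The third pattern is that few genes were called although many differed without overlap. Non-infected replicate 3 standing apart from the others may explain this in part: without it the fit on the genes with a symbol called 1260, against 230 with all 6 samples, and 40, 10, 27, 45 and 50 without each of the other 5. Over all transcript clusters 0 were called without it by limma. No cause of its position was tested, and all 3 of its arrays were kept.

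The 6 samples allow 10 splits into 3 and 3, too few for a share under 0.05. The real split called 3 transcript clusters over all 22011 and the highest of the others 1; in the fit on the genes with a symbol these were 230 and 1. Past a linear 1.5-fold change the real split gave 3 and the highest other 1, and past a log2 fold change of 1.5 they gave 2 and 1. The median of the cholesterol biosynthesis list moved by 0.491 in size in the real split and by up to 0.301 in the others. The number of gene lists that passed in camera was 8 in the real split and up to 6 in the others.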

How the results depend on the processing

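The intensity-dependent normalization, the fit on the genes with a symbol in all its versions, the methods' t-test over the authors' filtered transcript clusters and the genes that camera compares with were chosen after the values were seen; the others had been planned. The cause of a difference between settings was not tested, except where a setting by its construction tests fewer transcript clusters or samples.

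The median of the cholesterol biosynthesis list was negative, from -0.65 to -0.38, wherever the list was tested, and the list passed there except in camera with an estimated correlation (-0.49). It was not run in the random-block fit, the robust variance model, the methods' t-test or on the authors' filtered transcript clusters. By fry it passed unadjusted and not when adjusted over the lists (adjusted p = 0.0673). Of 4312 alternatives for the 156 named genes, 3508 kept their direction and side of the test, 785 passed only in the alternative and 11 no longer passed. Only PSME2 of the named genes passed over all transcript clusters, so all 11 losses are its own. It lost its call with each single technical replicate, with the replicate block and by the methods' t-test on sample means, adjusted. It also lost it in every leave-one-out fit. Apart from those of PSME2, the 3508 are genes that passed in neither fit, so they do not show stable calls. A further 8 alternatives turned direction. Those 8 were CD5 (-0.00667) with technical replicate 1 only; MT1X (-0.64) and DEFB125 (0.31) with technical replicate 2 only; ELANE (-0.0733), HSPA1L (0.0467), TAS2R41 (-0.15) and DEFB109P1 (-0.0267) with technical replicate 3 only; and APOC2 (0.00265) after a further quantile normalization.

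Over all 22011 transcript clusters 3 were called. The count was 2903 with the 18 arrays as independent, 1612 in the random-block fit, 0, 1 and 0 with technical replicate 1, 2 or 3 only, 0 with a block for the replicate number and 8 with an intensity trend of the variance. The methods' t-test gave 3909 on 6 means unadjusted, 2880 on 18 arrays adjusted, 6709 on 18 arrays unadjusted and 3105 on 18 arrays over the authors' filtered transcript clusters. Limma gave 30 without the 30% dimmest transcript clusters, 104 without the 50% dimmest, 21 on the authors' filtered ones, 6 after centring, 6 after a further quantile normalization, 291 with 1 transcript cluster per gene symbol and 0 to 0 in leave-one-out fits.

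Past a linear 1.5-fold change the count of 3 became, in the same order, 340, 250, 0, 1, 0, 0 and 8; the methods' t-test gave 0 on 6 means adjusted, 362, 295, 520 and 295; and the remaining settings gave 30, 83, 21, 6, 6, 154 and 0 to 0. Past a log2 fold change of 1.5 the count of 2 became 11 with independent arrays, 9 in the random-block fit, 0, 1 and 0 with a single technical replicate and 0 with the replicate block. The methods' t-test gave 0 and 10 on 6 means, adjusted and not, and 10, 16 and 7 on 18 arrays; limma gave 4 without the 30% and 4 without the 50% dimmest, and 0 to 0 in leave-one-out fits.

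The share of called transcript clusters that were lower was 0% for the 3 called. It was 63.3% with independent arrays, 62.5% in the random-block fit and 100% of the 1 called with technical replicate 2 only. The methods' t-test gave 50% of 2 and 58.5% on 6 means, adjusted and not, and 60.5%, 60.2% and 65.6% on 18 arrays. Limma gave 67.3% without the 50% dimmest and 70.4% with 1 transcript cluster per symbol. It gave 43.3% without the 30% dimmest, 38.1% on the authors' filtered transcript clusters, 25% with the intensity trend and 16.7% after centring. After the further quantile normalization the share was 0%, where all 6 were higher.

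Of the genes that the paper names 0 passed over all transcript clusters. There were 31 with independent arrays, 28 in the random-block fit, 30 by the methods' t-test on 6 means unadjusted, 30, 33 and 32 on 18 arrays, 5 and 17 without the 30% and 50% dimmest, 4 on the authors' filtered transcript clusters and 27 with 1 per symbol. Of the study's 218 genes 1 passed. There were 218 with independent arrays, 182 in the random-block fit, 0, 0 and 0 with a single technical replicate, 0 with the replicate block, 5 with the intensity trend, 0 and 184 by the methods' t-test on 6 means, 201, 218 and 218 on 18 arrays, 18 and 59 without the 30% and 50% dimmest, 15 on the authors' filtered transcript clusters, 4 after centring, 3 after the further quantile normalization, 145 with 1 per symbol and 0 to 0 in leave-one-out fits.

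The fit on the genes with a symbol called 230. It called 3271 with independent arrays, 2128 with the random block, 60 with medians over technical replicates, 0, 0 and 0 with a single technical replicate, 696 with the replicate block, 7 by the methods' t-test on 6 means, 3036 on 18 arrays, 410 and 521 without the 30% and 50% dimmest, 123 after the intensity-dependent normalization, 10 to 1260 in leave-one-out fits, the highest without non-infected replicate 3, and 10 with the p-values of the fit on all transcript clusters. The share lower among its calls was 69.6%; it was 60.0% with medians, 71.4% by the methods' t-test on 6 means, 31.7% after the further quantile and 35.8% after the intensity-dependent normalization, and 40.0% to 87.2% in leave-one-out fits.

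In camera 8 gene lists passed. There were 2 with technical replicate 3 only, 5 without the 50% dimmest, 5 after the further quantile normalization, 4 after the intensity-dependent normalization, 0 with an estimated correlation, 0 by fry, 4 with transcript clusters of 1 symbol only and 4 to 9 in leave-one-out fits, the lowest without non-infected replicate 2. Between the groups, samples with the same replicate number had correlations of deviations of 0.147, 0.0443 and 0.262. The highest with an unlike number were, in the same order, 0.0861, 0.0732 and -0.134. Like numbers were closer for replicates 1 and 3 and not for replicate 2. A pairing stays open, and the replicate block was run as an alternative alone. Leaving out the dimmest transcript clusters raised the count over all of them. What their low signal contributes was not separated from testing fewer transcript clusters and fitting the variance anew.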

Differences from the paper's values

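The methods' t-test on 18 arrays over the authors' filtered transcript clusters and the tests on the genes with a symbol alone were chosen after the values were seen; the other alternatives were set before the data were examined.

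The paper's count of differentially expressed genes is 218, at a limit of 1.5 that it gives on the log2 scale and in S3 Table as a fold change. At a linear 1.5-fold change limma called 3 transcript clusters, with those without a symbol among the tested, which the paper's count leaves out. Among the alternatives set before the data were examined the random-block fit gave 250, the methods' t-test on 18 arrays 295 and 1 transcript cluster per gene symbol 154, which are within 1.5 times the paper's count; the others are not. The methods' t-test on 18 arrays over the authors' filtered transcript clusters, chosen after seeing the values, gave 295 and kept all 218 of the paper's genes. On the genes with a symbol alone, a choice also made after seeing the values, limma called 138 and 131 of the paper's genes passed. The random-block fit gave 219 on them, the methods' t-test 224 on 18 arrays and 1 on 6 means, independent arrays 250, a further quantile normalization 112, and all alternatives run on them lay between 0 and 301. At a log2 fold change of 1.5 limma called 2, and none of those alternatives came within 1.5 times the paper's 218; the highest was 16, by the methods' t-test on 18 arrays unadjusted. The paper's values match those here as signed linear folds, all 218 of them within 0.005, and its largest rise of 3.01 was 3.01 here on that linear scale, or 1.59 on the log2 scale.

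The paper's share of differentially expressed genes that were lower is 71.6%, and of the 3 transcript clusters called here past the linear limit, a wider group than genes with a symbol, 0% were lower. At that limit the alternatives set before the data were examined that lay within 1.5 times the paper's share were independent arrays with 62.1%, the random-block fit with 60.4%, technical replicate 2 only with 100% of 1, the methods' t-test with 61.0% on 6 means unadjusted and with 61.7% and 65.2% on 18 arrays adjusted and not, the fit without the 50% dimmest with 61.4% and 1 transcript cluster per symbol with 65.6%; the others differed. On the genes with a symbol alone, chosen after seeing the values, the share was 65.9% by limma, 71.7% in the random-block fit, 71.6% with independent arrays and 71.4% by the methods' t-test on 18 arrays, but 35 of 112 were lower after a further quantile normalization and 4 of 10 without infected replicate 2. Of the paper's 218 genes 156 were lower here as well.

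The paper's fold of FDFT1 is about -1.3 in Fig 3, read by eye, and the signed linear fold here was -1.47, from a transcript cluster shared with CTSB. By the rule used, which takes the spread between replicates as tolerance, technical replicate 3 only gave -1.44, a further quantile normalization -1.3, the fit without infected replicate 2 -1.37 and that without non-infected replicate 2 -1.43, which do not differ, and the other alternatives set before the data were examined do. Values between -1.43 and -1.47 lie closer together than a reading by eye can resolve, so this sorting is not firm.

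The paper names genes as differentially expressed that did not pass over all transcript clusters here. Of its genes of lipid metabolism and transport 10 were summarized together, and all 10 passed in the random-block fit, as did 2 of its 3 genes of the cytoskeleton, with TUBA3 the exception, and 11 of 13 of its genes tested by RT-qPCR, with S1PR2 and MUCL1 the exceptions. The paper states that the housekeeping genes did not vary on the arrays; B2M had a log2 fold expression change of 0.16 and GNB2L1 of -0.25, neither of which passed here, while the authors' deposited table gives B2M a step-up p of 0.0276.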

Other observations

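The tests of the intensity-dependent normalization were chosen after the results were seen; the gene lists and the test of conserved genes were planned.

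Genes of cell division moved in both directions in infected macrophages. MASTL, a kinase that holds cells in mitosis, had a log2 fold expression change of -0.73 (adjusted p = 0.00647 over the list alone), CENPF, a kinetochore protein, had -0.55, AURKA, in a transcript cluster shared with RAB3GAP2 and others, -0.40 (-0.35 in its own) and BUB1 -0.34, while PIMREG, also a mitotic regulator, had 0.88 (adjusted p = 0.0326). Of 29 cell cycle genes, 1 was higher, 5 were lower and 23 did not pass when adjusted over the list alone, 2 were higher and 3 lower in the random-block fit, and the median was -0.18 (adjusted p = 0.424 from camera). Of 36 replication-dependent histones, 3 were higher and 1 was lower when adjusted over the list alone, with HIST1H2AL at 0.84 and HIST1H4D at -0.50; their median was below 0 and their direction in camera up (adjusted p = 0.208).

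Genes of the matrix also split. PCOLCE2, an enhancer of procollagen processing, had -0.80 (SE 0.13, adjusted p = 0.00864 over the list alone), the integrin ITGA3 had -0.62, ITGA5 -0.44 and the membrane metalloproteinase MMP14 -0.42, while the macrophage elastase MMP12 had 0.46 (SE 0.10, adjusted p = 0.0252). Of 31 genes of the matrix and its metalloproteinases, 2 were higher, 5 lower and 24 did not pass when adjusted over the list alone; 7 were higher and 6 lower in the random-block fit. The median was 0.04 and the mean -0.02, with the direction up in camera (adjusted p = 0.135).

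In stress responses, ALDH18A1, which makes proline, had -0.85 (SE 0.08, adjusted p = 4.65e-04 over the list alone), DDIT3 had -0.37 and ASNS, the asparagine synthetase, 0.46; of 25 genes of the unfolded protein and amino acid response, 1 was higher, 2 were lower and 22 did not pass, and the median was -0.10 (adjusted p = 0.858). PIR, an iron-binding nuclear protein, had -0.78 (SE 0.13, adjusted p = 0.012), GSR -0.40 and FTL -0.38, the 3 of 21 NRF2 targets that were lower when adjusted over the list alone, with none higher (median -0.19, adjusted p = 0.135). HMOX1 had -0.12 and did not pass. Of 18 heat shock genes none passed when adjusted over the list alone or in the random-block fit, and 1 was lower at an unadjusted p under 0.05 by limma; the median was -0.04, with the direction up in camera (adjusted p = 0.864). Of 8 genes of the NADPH oxidase and nitric oxide synthesis, NOS3 was higher, with 0.29, NCF4 lower, with -0.61, and 6 did not pass (median -0.12, adjusted p = 0.951).

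Other lists of metabolism and of the phagosome held few calls. Of 16 genes of fatty acid oxidation, CPT2 (-0.43 in a transcript cluster shared with C1orf123, -0.37 in its own) and HADH (-0.40) were lower, none was higher and 14 did not pass when adjusted over the list alone (median -0.20, adjusted p = 0.135). In the random-block fit 2 of the list were lower, and CPT2 was not among them (adjusted p = 0.144). The median of the list was -0.07 after the intensity-dependent normalization. In the following counts unadjusted means p under 0.05 by limma, and the random-block fit is taken at an adjusted p under 0.05. None passed over the list alone by limma in 11 genes of cholesterol efflux (2 lower unadjusted, 2 in the random-block fit; median -0.09, adjusted p = 0.858), 19 of lipid droplets (2 lower unadjusted, 2 in the random-block fit; median -0.09, adjusted p = 0.935), 31 of glycolysis and hypoxia (1 higher and 7 lower unadjusted, 1 and 2 in the random-block fit; median -0.15, adjusted p = 0.431), 37 of the lysosome and phagosome (2 higher and 4 lower unadjusted, 3 lower in the random-block fit; median -0.12, adjusted p = 0.495) and 20 of the mTOR pathway (1 higher and 4 lower unadjusted, 2 lower in the random-block fit; median -0.15, adjusted p = 0.764). ABCA1 had -0.04, CD36 -0.08, PLIN2, in a transcript cluster shared with GATAD2B, -0.32 (-0.16 in its own), CD68 -0.11 and CTSD -0.27.

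As controls of cell identity, 10 genes of undifferentiated myeloid blasts had a median of 0.03 (adjusted p = 0.296), 9 of T and B lymphocytes 0.07 (adjusted p = 0.124) and 10 of fibroblasts and epithelium 0.05 (adjusted p = 0.135), and none of them passed over the list alone by limma; 1, 2 and 1 were higher by limma at an unadjusted p under 0.05, and 1, 1 and 0 in the random-block fit at an adjusted p under 0.05.

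Parasite RNA binding to probes of conserved human genes was tested with tubulins, replication-dependent histones and other conserved genes, whose median together should then lie more than 0.1 above that of all transcript clusters. The difference was -0.0133. Because the members went both ways, from -0.53 to 0.79 in the conserved genes and up to 1.40 in the tubulins, this median decides nothing, and such binding stays open. The 49 conserved genes outside tubulins, histones and ribosomal proteins had a median of -0.07 (adjusted p = 0.782, direction up in camera); none passed over the list alone by limma, 4 were higher and 4 lower at an unadjusted p under 0.05, and 1 was higher and 3 were lower in the random-block fit at an adjusted p under 0.05. After the intensity-dependent normalization the medians of several lists that did not pass in camera turned positive: 0.06 for the conserved genes, 0.05 for the unfolded protein and amino acid response, 0.09 for heat shock genes, 0.04 for MHC class I presentation and 0.02 for NADPH oxidase and nitric oxide synthesis.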
